A study of Mus musculus with 38 samples. Its data were reported in "Signalling by senescent melanocytes hyperactivates hair growth" (2023).

How the data were processed

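Cells were sorted from mouse dorsal skin and sequenced in bulk. The labels place 38 libraries in 19 groups of 2, by cell type, genotype and age (postnatal day 30 or 56). Bulge stem cells were sorted on a GFP reporter, CD34 and low P-cadherin, and melanocytes on a tdTomato reporter. How the dermal papilla, hair germ, myeloid and CD45+ cells of these libraries were sorted is not given in the sources used here. Nothing in the labels says that the 2 libraries of a group come from separate animals, while the paper speaks of biological triplicates without saying which libraries these are, so the p-values measure the spread between these samples, which may be technical.

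The authors made full-length cDNA, sequenced paired reads, aligned them with STAR 2.4.2 to the mouse genome (GRCm38) and computed FPKM per gene with RSEM. The deposited tables, 1 for each of 6 cell types, hold these FPKM values with no stated scaling between libraries. They hold 18913 to 31002 genes. The bulge table lists no value under 0.1, while the other 5 tables list values at 0. FPKM values of a library summed to 583549 to 922984. The gene with the highest value took 1.29% to 6.59% of a library's sum and the 10 highest took 8.24% to 23.2%. Read totals are not in the tables, so the depth of each library is unknown, with only a range of averages given in the paper, and intervals from counts cannot be given. A search for the steps that whole read counts would leave, between 0.2 and 1.5 FPKM in log2 bins of 0.02, put at most 4.26% of genes in a bin over the libraries compared with the first of their table. Symbols that a spreadsheet had turned into dates, 23 to 27 in each table, were restored from their gene identifiers. Positions are from the annotation of GRCm38, which matched 104 of the 105 identifiers looked up.

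Protein-coding genes and lncRNAs with 1 FPKM or more in at least 2 libraries of a table were tested, 12015 to 13899 per table. limma 3.58.1 in R 4.3.3 was fitted to log2(FPKM + 1) with 1 mean per group over all libraries of a cell type and a trend of the variance with the mean. Fold changes on this scale understate the ratio for genes with low FPKM. A gene was called where the Benjamini-Hochberg adjusted p, over the genes tested in that comparison, was under 0.05 and the change was 2-fold or more, two-sided. The study's own test needs counts, which the tables do not hold. Mutant and wild type cells were compared at P56 in every cell type, and at P30 in the bulge and dermal papilla. There the interaction of genotype and age, the wild type change with age and the mutant effect averaged over ages (dermal papilla) were also fitted. In melanocytes, myeloid and immune cells, P56 mutant cells were compared with wild type cells of both ages, and a gene called in the same direction in both was counted as mutant-specific. Groups, the other tests, gene lists, the rule for named genes and the first set of alternatives were fixed before the data were examined. Added after the data were seen were the interaction, the wild type change with age and the average over ages in the dermal papilla, and the comparison of P56 mutant with P30 wild type cells in the bulge.

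There were 49 gene lists of pathways, cell types and gene groups, holding 654 genes. Lists with at least 5 tested members were tested with camera, which asks whether a list moves relative to the other genes, with its preset correlation between genes of 0.01, two-sided, and adjusted over the lists of a comparison. The tests were repeated with a correlation estimated from the residuals. Over 13 comparisons camera called 202 list results, and 1 with the estimated correlation, the fibroblast markers of the bulge at P30. fry, which tests whether the genes of a list move 1 way on balance, was computed beside camera. It does not compare them with other genes. Counts of members called were made over all genes tested and adjusted over the list alone.

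Genes are named by a rule. In the comparisons of P56 mutant with P56 wild type cells, and in the other bulge and melanocyte comparisons, the 5 called protein-coding genes with the largest rise and the 5 with the largest fall are named (by the gene type that the tables list), where the mean is 5 FPKM or more in the higher group and the libraries of the groups do not overlap. For each list described, 2 to 4 called members with the largest change are named, or the 2 with the highest mean where none is called. *Nras*, *Spp1*, *Cd44*, *Mmp9*, *Cdkn2a*, *Cdkn2b*, *Fgf5*, *Nfatc1*, *Tyr*, *Dct* and *Mki67* are named whatever their values. The 5 largest rises and falls of the bulge interaction are named as well. *Lyz1*, *C1qa*, *Xist* and *Ddx3y*, and the levels of *Cd74* in the bulge, *Krt14* and *Hba-a2*, were singled out after their values were seen. Some genes that these rules pick are not reported here. Genes that share reads with near copies or repeats are described as uncertain.

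The fit was tested on simulated data, 50 genes changed per fold size. For the bulge at P56 it called 46% of genes changed 2-fold, 96% at 3-fold and 100% at 4-fold, none in the wrong direction. For the bulge interaction it called 38% at 2-fold and 82% at 3-fold. At 2-fold it called 20% in the hair germ, 24% in immune cells at P56, 22% of mutant-specific genes in melanocytes and 10% in myeloid and in immune cells. Genes changed 2-fold lie at the cutoff, and rates hold only for the simulated levels and spread. Of unchanged genes it called 0 for the bulge at P56 and 7 each for the bulge interaction and dermal papilla at P56. Overlaps of calls sharing libraries were set beside 20 simulated draws of unchanged groups and the number that independent lists would share. Alternatives were another pseudocount (0.1 and 4), no filter on low values, rescaling each library by median ratios, a fit of the groups compared alone, a replicate block, all gene types, and each library left out in turn. All 38 sample columns were used. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Raw reads, single-cell data and human samples of the study were not analysed here.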

Results

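The data were 38 bulk RNA sequencing libraries of sorted cells from mouse dorsal skin, in 19 groups of 2 libraries. Mutant mice carried an oncogenic *Nras* expressed from the tyrosinase promoter, which gives pigmented nevi with excess hair growth, and wild type mice were the controls. Wild type follicles grow (anagen) at postnatal day 30 (P30) and rest (telogen) at day 56 (P56). Bulge stem cells and dermal papilla cells were profiled in both genotypes at both ages, and hair germ cells in both genotypes at P56. Melanocytes, myeloid cells and CD45+ immune cells were profiled in wild type mice at P30 and P56 and in mutant mice at P56. Each of the 6 cell types has a table of FPKM values (read fragments scaled to transcript length and to the size of the library). The tables hold no read counts, so library depth is unknown. Libraries held 10840 to 13205 genes at 1 FPKM or more. Across genes, log2 values of a group's 2 libraries correlated at 0.955 to 0.992 in bulge and dermal papilla and 0.986 to 0.996 elsewhere. Genes are not independent replicates. Levels are means ± SD in FPKM of 2 libraries, and numbers in parentheses after a gene are log2 fold changes of FPKM + 1, mutant over wild type unless stated. All adjusted p-values are from limma, or for gene lists from its camera test.

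*Spp1*, which encodes the secreted glycoprotein osteopontin (ENSMUSG00000029304.14, chromosome 5, 104435118 to 104441050 on GRCm38), was higher in mutant cells in every cell type but the hair germ. At P56 it was 227 ± 10.3 FPKM (SD, n = 2) in mutant melanocytes against 19.2 ± 3.96 in wild type ones, 588 ± 8.78 against 19.4 ± 1.32 in myeloid cells and 423 ± 30.6 against 16.7 ± 0.849 in immune cells. In the dermal papilla it was 575 ± 51.2 against 58.5 ± 11.7, and in the bulge 42.5 ± 35.6 against 0.575 ± 0.672. In the hair germ it was 0.110 ± 0.0566 in mutant and 0.530 ± 0.0424 in wild type mice. The 6 tables were normalized separately, so levels are compared within a table here. *Nras* (ENSMUSG00000027852.14, chromosome 3, 103058285 to 103067914) did not pass the 2-fold threshold in any of these P56 comparisons, with log2 changes of 0.56 in the bulge, -0.90 in the dermal papilla, 0.80 in the hair germ, 0.33 in melanocytes, 0.55 in myeloid cells and 0.36 in immune cells. Whether reads of the mutant transgene are counted under mouse *Nras* is not stated, so these values may not show its expression.

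**Figure D1:**
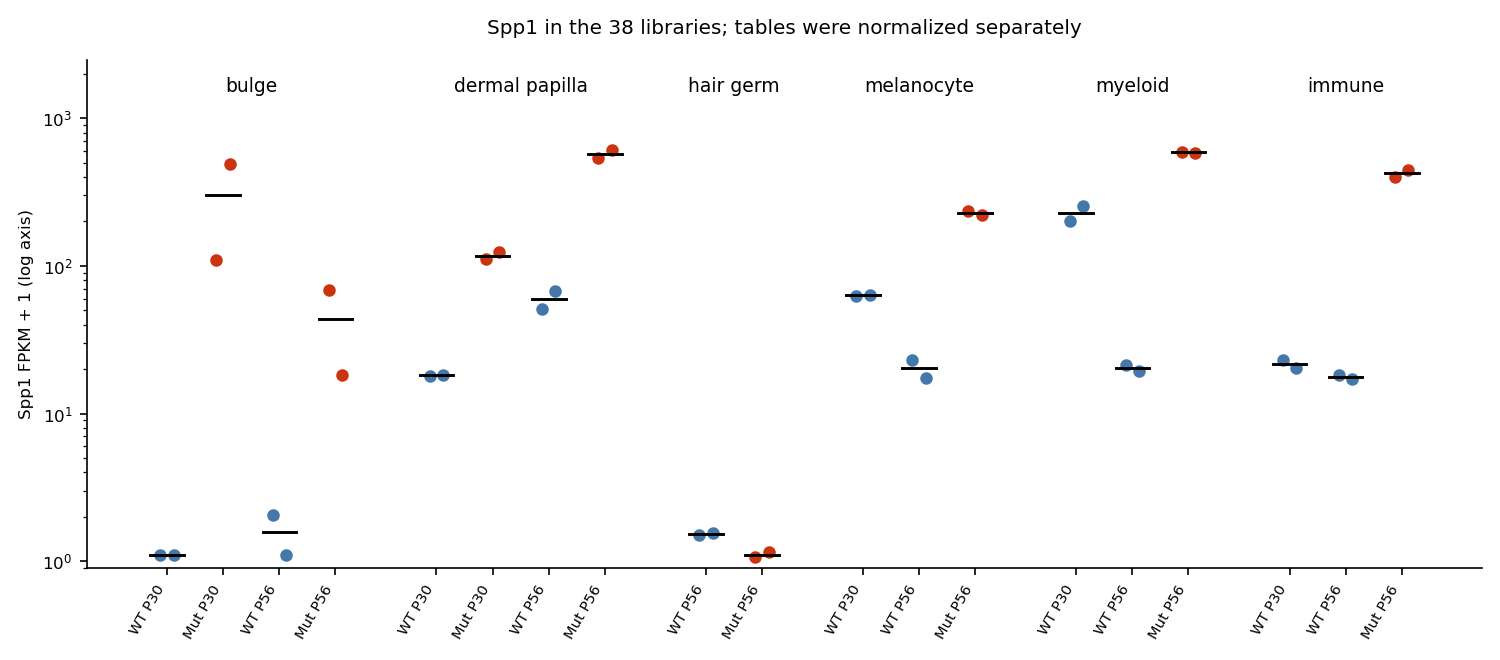
*Spp1* level (FPKM + 1, log axis) in each of the 38 libraries, by cell type and group; points are libraries, blue wild type and red mutant, and the tables were normalized separately. Mutant P56 libraries stand above wild type P56 libraries in every cell type but the hair germ, where *Spp1* was 0.110 FPKM in mutant and 0.530 FPKM in wild type mice.

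The bulge comparison at P56 asks how the nevus changes hair stem cells at an age when wild type follicles rest. Mutant bulge cells held less RNA of the study's quiescence genes and of clock genes and more of hair shaft and cell division genes. *Gjb2*, the gap junction gene for connexin 26 (ENSMUSG00000046352.7, chromosome 14, 57098600 to 57104702), stood at 868 ± 262 FPKM (SD, n = 2) against 15 ± 18.6. *Krt71*, a keratin of the inner root sheath (ENSMUSG00000051879.3, chromosome 15, 101733949 to 101743109), rose from 1.92 ± 0.905 to 95.7 ± 27.8, and *Fgf5*, a growth factor that ends anagen (ENSMUSG00000029337.2, chromosome 5, 98254184 to 98277030), from 0.625 ± 0.304 to 44.0 ± 6.39. *Cck*, which encodes the peptide cholecystokinin (ENSMUSG00000032532.6, chromosome 9, 121489824 to 121495694), fell from 214 ± 40.0 to 5.28 ± 1.49, and *S100a4*, a calcium-binding protein gene (ENSMUSG00000001020.8, chromosome 3, 90603771 to 90606045), from 4967 ± 1808 to 228 ± 88.1. *Nfatc1*, a transcription factor that keeps bulge cells quiescent (ENSMUSG00000033016.15, chromosome 18, 80606205 to 80713071), fell from 68.4 ± 19.0 to 10.0 ± 6.12.

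All 9 quiescence genes that the paper names as lower in these libraries fell, among them *Ctgf* (-3.45), *Fgf18* (-3.65) and *Grem1* (-3.65), so this list, a part of the study's set, is not independent evidence. Adjusted over the list alone, 9 fell (camera adjusted p = 2.02e-07, and adjusted p = 0.224 with an estimated correlation). Among bulge stem cell markers, 9 of 22 fell and 3 rose, the same counts adjusted over the list alone. They included *Cd34* (-2.97) and *Ltbp2* (-3.09), and the list as a whole did not pass (camera adjusted p = 0.0663). *Cd34* encodes the surface protein used to sort the cells and stood at 85.9 ± 37.0 FPKM in mutant against 685 ± 312 in wild type libraries. Of 18 circadian clock genes 8 fell, among them *Nr1d1* (-2.84), *Npas2* (-2.38) and *Dbp* (-1.90), and 1 rose (camera adjusted p = 0.0162, and adjusted p = 0.571 with an estimated correlation), the same adjusted over the list alone. BMP target genes, which mark a signal that holds stem cells at rest, fell in 4 of 10 cases, with *Id1* (-1.33), *Id2* (-1.71), *Id3* (-1.34) and *Smad9* (-1.63), and rose in 1 (camera adjusted p = 0.0487, and adjusted p = 0.571 with an estimated correlation), the same adjusted over the list alone.

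Of 27 hair matrix and shaft genes, 10 rose and 1 fell (11 and 1 adjusted over the list alone), led by *Krt71* and the root sheath keratins *Krt28* (4.66), *Krt25* (4.43) and *Krt27* (3.83) (camera adjusted p = 4.75e-07, and adjusted p = 0.571 with an estimated correlation). Of 35 mitosis genes, 10 rose and none fell (23 adjusted over the list alone), among them *Aurkb* (1.74), *Ccnb1* (1.65), *Ccnb2* (1.66) and *Cenpa* (1.68) (camera adjusted p = 4.33e-09, and adjusted p = 0.581 with an estimated correlation). Of 30 DNA replication genes, 8 rose (12 adjusted over the list alone), with *Ccne1* (1.81), *Rrm2* (1.66), *Dtl* (1.57) and *Mcm5* (1.49) (camera adjusted p = 4.75e-07, and adjusted p = 0.581 with an estimated correlation). *Mki67*, a marker of cycling cells, rose from 4.0 ± 2.45 to 10.1 ± 2.61 FPKM (adjusted p = 0.0410), a call kept in 1 of 4 fits without 1 library. *Cdkn2b*, the gene for the cell cycle inhibitor p15 (ENSMUSG00000073802.4, chromosome 4, 89306299 to 89311039), rose from 6.92 ± 0.523 to 39.1 ± 15.2. Interferon response genes rose in 6 of 19 cases (11 adjusted over the list alone), with *Isg15* (3.35), *Irf7* (2.45) and *Cxcl9* (2.14) (camera adjusted p = 1.19e-05, and adjusted p = 0.571 with an estimated correlation).

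*Spp1* (log2 change 4.56, adjusted p = 0.00429) and *Mmp9*, a matrix protease gene (ENSMUSG00000017737.2, chromosome 2, 164940780 to 164955850), also rose, the latter from 1.99 ± 2.24 to 15.2 ± 2.54 FPKM. The *Mmp9* call was kept in 3 of 4 fits without 1 library. *Cd44*, which encodes a receptor of osteopontin (ENSMUSG00000005087.17, chromosome 2, 102811141 to 102901665), changed by 0.68 (adjusted p = 0.0290), under 2-fold. Fibroblast markers moved with these genes, as 7 of 10 rose (7 adjusted over the list alone), among them *Dcn* (3.16), *Col3a1* (2.79) and *Col1a1* (2.18) (camera adjusted p = 3.09e-04, and adjusted p = 0.265 with an estimated correlation). So did the smooth muscle genes *Acta2* (4.65) and *Tagln* (3.33) among mural cell markers. Of 22 extracellular matrix genes, 11 rose and 4 fell, the same adjusted over the list alone, and *Col6a1* (-3.24) and *Col6a2* (-2.51) went against the others (camera adjusted p = 0.00206, and adjusted p = 0.571 with an estimated correlation). Among factors of the senescence-associated secretory phenotype (SASP), 11 of 47 rose and 6 fell, the same adjusted over the list alone, with *Timp1* (3.36) and *Igfbp2* (-2.56) (camera adjusted p = 0.0167, and adjusted p = 0.571 with an estimated correlation).

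In all, 1541 of 13263 genes passed the test, 740 higher and 801 lower in the mutant. The largest other rises were *Cmah* (5.02) and *Slc7a8* (4.94), and the largest other falls *Cyp2g1* (-4.71), *Chat* (-4.50) and *Sncg* (-4.46). *Rnase12* stood at 45.19 and 28.67 FPKM in the mutant libraries and at the floor of the table, 0.1, in both wild type ones. The wild type libraries differed from each other in the antigen presentation gene *Cd74*, with 324 and 44.65 FPKM.

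**Figure D2:**
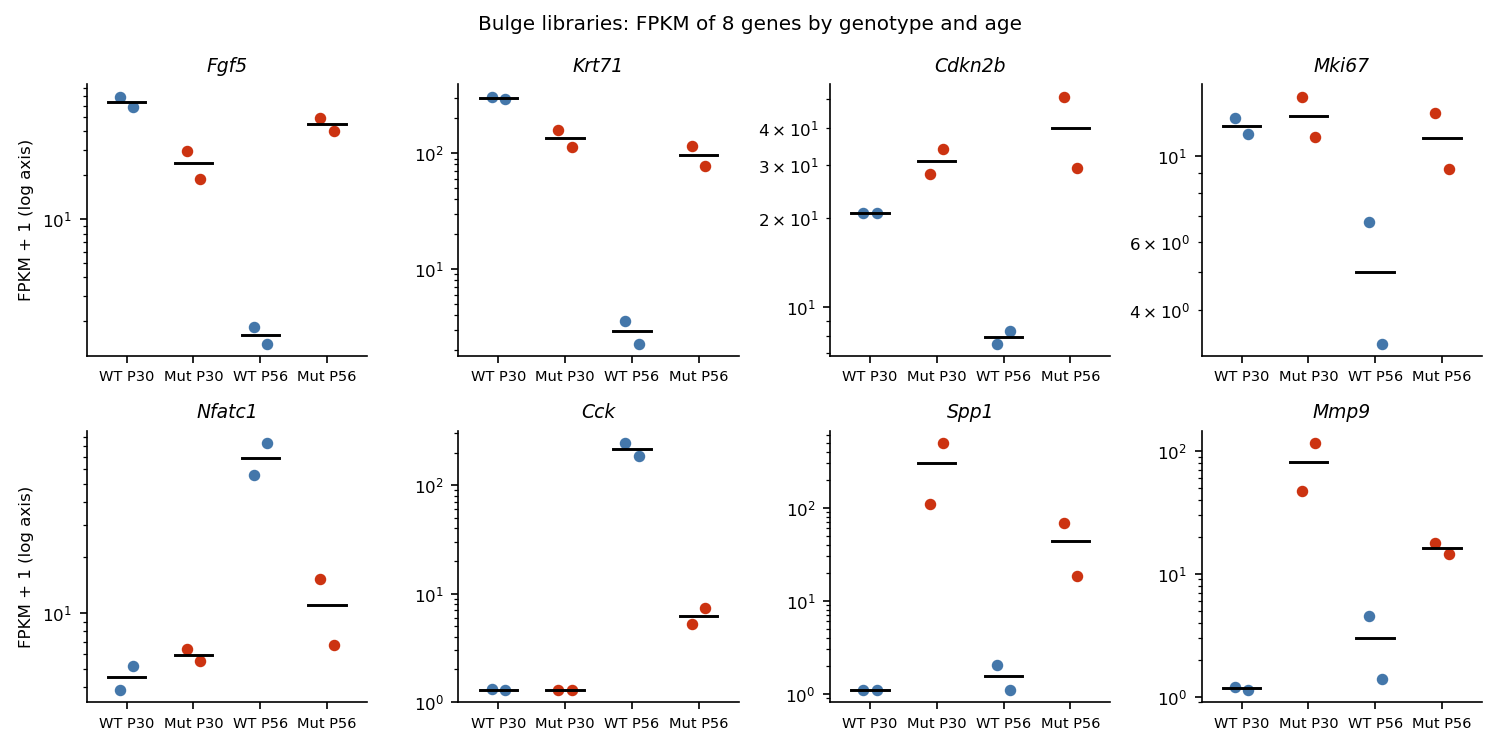
Levels of 8 genes in the 8 bulge libraries (FPKM + 1, log axis) by genotype and age; points are libraries, bars are group means, blue wild type and red mutant. *Fgf5* and *Krt71* stand near 0 in the wild type P56 libraries only, while *Spp1* and *Mmp9* are higher in mutant than in wild type libraries at both ages.

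At P30, when wild type follicles grow, the genotypes were closer, with 103 genes called, 81 higher and 22 lower in the mutant. The higher ones were led by *Spp1*, which stood at 109 and 489 FPKM in the mutant libraries and at the floor of 0.1 in both wild type ones (adjusted p = 0.00384). *Mmp9* stood at 45.98 and 115 against 0.2 and 0.13 (adjusted p = 0.00315), a call kept in 3 of 4 fits without 1 library. *Mmp13*, another matrix protease gene, rose by 4.56 and the collagen genes *Col1a1* and *Col3a1* by 4.21 and 4.04, *Col1a1* from 7.33 ± 0.643 to 158 ± 59.8 FPKM (SD, n = 2). These 3 and *Spp1* were called in 4 of 4 fits without 1 library. The largest falls, *Marc1* (-2.78), *Gm6768* (-2.73), *Car6* (-2.20), *Tmprss7* (-2.20) and *Sprr4* (-2.14), were each called in at most 1 of those fits, *Tmprss7* in 1 and the other 4 in none. *Gm6768* is a processed pseudogene in the annotation used for positions, so its reads are uncertain.

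Fibroblast markers rose in 7 of 10 cases (7 adjusted over the list alone), with *Col1a2* (3.98) and *Mfap5* (3.94) beside the collagens named (camera adjusted p = 5.56e-22). This was the 1 list call of the 39 lists tested in this comparison that held with an estimated correlation (adjusted p = 0.0189). Of 22 extracellular matrix genes 8 rose, among them *Col6a3* (3.68), and 13 adjusted over the list alone (camera adjusted p = 1.50e-31, and adjusted p = 0.0834 with an estimated correlation). SASP factors rose in 6 of 47 cases, among them *Timp1* (3.04), and in 12 adjusted over the list alone (camera adjusted p = 1.11e-07, and adjusted p = 0.0948 with an estimated correlation). Lysosome and lipid handling genes of myeloid cells rose in 4 of 19 cases, with *Ctsk* (3.43), *Gpnmb* (2.70) and *Lpl* (1.52), the same adjusted over the list alone (camera adjusted p = 0.00126, and adjusted p = 0.0948 with an estimated correlation). Interferon response genes rose in 1 case, *Cxcl9* (2.15), and in 5 of 19 adjusted over the list alone (camera adjusted p = 2.14e-10, and adjusted p = 0.316 with an estimated correlation). The cycle and quiescence genes named at P56 did not pass at P30, with log2 changes of 0.41 for *Nfatc1* (adjusted p = 0.869), -1.43 for *Fgf5* (0.0513), 0.57 for *Cdkn2b* (0.600) and 0.08 for *Mki67* (0.990). The count rested on each of the 4 P30 libraries, as it was 10 without wild type P30 replicate 1, 14 without wild type P30 replicate 2, 43 without mutant P30 replicate 1 and 27 without mutant P30 replicate 2.

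A test of the interaction asked whether the mutant effect differed between the ages, and 973 bulge genes passed, 516 with a higher and 457 with a lower difference at P56. The difference was positive for *Gjb2* (6.75), *Sprr4* (6.42), *Fgf5* (6.22) and *Krt71* (6.21) and negative for *Serpina3i* (-6.48), *Col6a1* (-6.42), *Col6a2* (-6.00), *S100a4* (-5.34) and *Cck* (-5.10). *Col6a1*, a collagen VI gene, shows the pattern, at 27.1 ± 10.2 against 2.0 ± 0.141 FPKM (SD, n = 2) at P30 and 10.9 ± 0.686 against 113 ± 23.1 at P56. The difference was negative for 8 of 9 genes of the study's quiescence list (9 adjusted over the list alone), which is not independent evidence, with *Ctgf* (-4.16), *Grem1* (-3.49), *Nfatc1* (-3.16) and *Wif1* (-3.07) (camera adjusted p = 3.64e-09, and adjusted p = 0.143 with an estimated correlation). It was positive for 6 of 27 hair matrix and shaft genes (10 adjusted over the list alone), with *Krt28* (5.09), *Krt27* (4.96) and *Krt25* (4.85) (camera adjusted p = 2.83e-05, and adjusted p = 0.866 with an estimated correlation). WNT antagonists were lower in 3 of 7 cases, the same adjusted over the list alone, with *Wif1*, *Dkk3* (-2.75) and *Sostdc1* (-1.69) (camera adjusted p = 6.77e-04, and adjusted p = 0.230 with an estimated correlation). No mitosis gene passed on its own, although the list did (camera adjusted p = 2.98e-06, and adjusted p = 0.866 with an estimated correlation), and *Mki67* differed by 1.14 (adjusted p = 0.201). *Spp1*, at -3.16, did not pass (adjusted p = 0.115), whereas *Mmp9*, at -3.31, did (adjusted p = 0.0393), in 2 of 8 fits without 1 library. *Cdkn2b*, at 1.71, passed as well (adjusted p = 0.0272), also in 2 of 8 of these fits. *Gjb2* and *Nfatc1* were called in 6 of 8. The count of 973 fell to 354 without wild type P30 replicate 1, 334 without wild type P30 replicate 2, 591 without mutant P30 replicate 1 and 495 without mutant P30 replicate 2.

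The wild type cycle itself gives the scale of these changes. From P30 to P56, wild type bulge cells raised *Cck* (7.35), *Akr1c18* (6.89), *S100a4* (6.69), *Myoc* (6.60) and *Tgm5* (6.28) and *Nfatc1* (3.94) and lowered *Krt71* (-6.72), *Gjb2* (-6.29), *Krt25* (-5.97), *Krt27* (-5.64) and *Krt28* (-5.61) and *Fgf5* (-5.30). All 9 genes of the quiescence list rose and 20 of 35 mitosis genes fell (26 adjusted over the list alone). The 2 ages differ in sex as well, as *Xist* was read in P56 libraries and *Ddx3y* in P30 libraries of both genotypes. In total 2344 of 13263 genes passed, 1445 higher and 899 lower, and after rescaling, which shifted the median of all genes by 0.135, 1148 higher and 1112 lower. The count was 1472 without wild type P30 replicate 1 and 1428 without wild type P30 replicate 2.

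Genes higher in the P56 mutant were mostly genes that fall in wild type mice between P30 and P56, as 540 of 740 were shared, against 50.2 for independent lists. Of the 801 lower genes, 657 were among the 1445 that rise in wild type mice, against 87.3. In 20 simulated draws of unchanged groups 0 genes were shared, here and in the 3 overlaps of this kind below, but these draws hold no effects, so that 0 does not measure what shared libraries add. Both comparisons use the wild type P56 libraries, so part of the excess may come from these shared controls. Against wild type P30 libraries, P56 mutant bulge cells differed in 98 genes, 62 higher and 36 lower, or 51 higher and 60 lower after rescaling, which shifted the median by 0.101. *Spp1* (adjusted p = 0.0278), which is at the floor in the wild type P30 libraries, and *Mmp9* (3.79), *Myoc* (2.94), *Ccl8* (2.89) and *Ahcy* (2.82) were higher. The lower ones were led by the Y-linked *Eif2s3y* and *Ddx3y*, which are at the floor in P56 libraries.

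Dermal papilla cells, mesenchymal cells that instruct the follicle, were compared likewise. At P56 mutant libraries held more RNA of papilla signature genes and signals and far less of Schwann and smooth muscle genes. *Corin*, a papilla protease gene (ENSMUSG00000005220.10, chromosome 5, 72300025 to 72504473), stood at 118 ± 14.3 FPKM (SD, n = 2) against 4.08 ± 3.93. *Rspo4*, which encodes a WNT-enhancing R-spondin (ENSMUSG00000032852.3, chromosome 2, 151842927 to 151874668), stood at 575 ± 254 against 35.5 ± 39.5, and the matrix protease gene *Mmp13* (ENSMUSG00000050578.9, chromosome 9, 7272514 to 7283331) at 61.5 ± 4.38 against 0.655 ± 0.516. *Spp1* rose by 3.28 and *Mmp9* by 3.84, from 4.92 ± 0.580 to 83.8 ± 2.43. The myelin gene *Mbp* (ENSMUSG00000041607.16, chromosome 18, 82475146 to 82585637) fell from 207 ± 25.8 to 1.45 ± 0.488.

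Papilla markers rose in 11 of 26 cases (15 higher and 1 lower adjusted over the list alone), with *Corin* and *Nrg2* (4.26) and *Rspo2* (3.27) (camera adjusted p = 3.31e-06, and adjusted p = 0.698 with an estimated correlation). Signals from the papilla to the epithelium rose in 11 of 24 cases and fell in 3 (17 and 3 adjusted over the list alone), the BMP antagonist gene *Grem1* (-3.19) among the lower (camera adjusted p = 0.00180, and adjusted p = 0.698 with an estimated correlation). The hair growth factors *Fgf7* (1.75) and *Fgf10* (2.33) rose while *Fgf1* (-1.48) and *Fgf13* (-1.92) fell, and the 6 FGF ligands as a list, 3 higher and 2 lower adjusted over the list alone, did not pass (camera adjusted p = 0.937 on the lower side, with a median of 0.03 and a mean of 0.12). *Fgf7* stood at 428 ± 108 against 138 ± 84.2 FPKM. The WNT antagonists *Sfrp1* (2.54), *Sfrp4* (2.45) and *Sostdc1* (2.45) rose, but that list of 11, with 5 higher and 2 lower adjusted over the list alone, did not pass either (camera adjusted p = 0.170). BMP target genes rose in 4 of 9 cases, the same adjusted over the list alone, with *Id1* (1.69), *Bambi* (1.55), *Smad6* (1.27) and *Id3* (1.2) (camera adjusted p = 0.00180, and adjusted p = 0.698 with an estimated correlation). Of the nevus melanocyte signals that the paper names, *Spp1* and *Fgf7*, given above, *Igfbp4* (2.63) and *Igfbp2* (2.31) rose and *Dhh* (-5.29) fell. The others on that list are not described here. SASP factors rose in 14 of 50 cases and fell in 4 (15 and 7 adjusted over the list alone; camera adjusted p = 0.0159, and adjusted p = 0.698 with an estimated correlation).

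Schwann cell markers fell in 9 of 10 cases (10 adjusted over the list alone), with *Mbp* and *Sox10* (-4.21) (camera adjusted p = 7.01e-11, and adjusted p = 0.443 with an estimated correlation). Mural markers fell in 5 of 8 cases, the same adjusted over the list alone, with *Myh11* (-5.61), *Des* (-5.38), *Cspg4* (-2.39) and *Acta2* (-1.89) (camera adjusted p = 0.00549, and adjusted p = 0.698 with an estimated correlation). *Myh11*, a smooth muscle myosin gene, stood at 235 ± 19.6 FPKM in wild type P56 libraries. Pigmentation genes rose in 6 of 17 cases and fell in 3 (7 and 3 adjusted over the list alone), with *Dct*, a melanin synthesis gene (4.32, 42.9 ± 14.6 against 1.49 ± 1.79), and *Mlana* (4.16), while the Schwann gene *Sox10* fell (camera adjusted p = 0.0498, and adjusted p = 0.698 with an estimated correlation). *Tyr* stood at 3.2 and 7.11 FPKM in mutant libraries and was listed at 0 in both wild type P56 ones. The keratinocyte gene *Krt14* read 65.3 and 599 FPKM in the 2 mutant P56 libraries. Interferon response genes fell in 5 of 20 cases and rose in 1, the same adjusted over the list alone, with *Ifit3* (-1.91), *Gbp3* (-1.85) and *Ifit1* (-1.47) and, against them, *Cxcl9* (1.99) (camera adjusted p = 0.00976, and adjusted p = 0.698 with an estimated correlation). Sex differed between the genotypes, since wild type P56 and mutant P30 libraries read *Xist* and the other 4 libraries the Y-linked genes, and the Y-linked *Eif2s3y* and *Ddx3y*, listed at 0 in wild type P56 libraries, were among the 5 largest rises. The labels give no sex, so an exchange of labels could not be checked against it. The other large falls were *Gatm* (-6.09) and *Egfl8* (-5.81). Of 13899 genes 1723 passed, 706 higher and 1017 lower. The count was 938 without wild type P56 replicate 1 and 960 without mutant P56 replicate 2.

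At P30 mutant papilla cells held more RNA of cell division genes, which are low in a resting papilla. Mitosis genes rose in 18 of 34 cases (26 adjusted over the list alone), among them *Birc5* (1.90), *Top2a* (1.84), *Plk1* (1.80) and *Ube2c* (1.72) (camera adjusted p = 4.34e-30, and adjusted p = 0.375 with an estimated correlation). DNA replication genes rose in 3 of 30 cases, *Mcm2* (1.78), *Mcm5* (1.62) and *Mcm6* (1.43), and in 4 adjusted over the list alone (camera adjusted p = 1.17e-08, and adjusted p = 0.475 with an estimated correlation). Extracellular matrix genes rose in 5 of 22 cases and fell in 1 (6 and 1 adjusted over the list alone), with *Col6a2* (2.05), *Col1a1* (1.99) and *Col6a1* (1.56) (camera adjusted p = 3.85e-05, and adjusted p = 0.585 with an estimated correlation). WNT targets fell in 2 of 12 cases, *Axin2* (-1.84) and *Lef1* (-1.32), and in 4 adjusted over the list alone (camera adjusted p = 0.010, and adjusted p = 0.475 with an estimated correlation). The RAS-MAPK feedback genes *Dusp4* (-2.81), *Spry1* (-2.07), *Spry4* (-1.73) and *Spry2* (-1.33) fell, though the list of 17 did not pass (camera adjusted p = 0.0668). *Spp1* rose from 17.1 ± 0.156 to 117 ± 9.22 FPKM (SD, n = 2), *Mmp9* by 4.37 and *Mmp13* by 2.83. *Sox18* rose by 3.42 while *Corin* fell to 85.6 ± 3.98 from 451 ± 168. Here 652 genes passed, 172 higher and 480 lower, or 210 and 312 after rescaling, which shifted the median by -0.131. The count was 348 without wild type P30 replicate 1, 210 without wild type P30 replicate 2, 69 without mutant P30 replicate 1 and 136 without mutant P30 replicate 2.

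The mutant effect in the papilla differed between the ages for 1780 genes, 1076 with a higher and 704 with a lower difference at P56, or 884 and 889 after rescaling (median shift 0.116). The difference was 3.51 for *Cdkn2b* (adjusted p = 0.00344), 3.45 for *Dct* (0.0212), 1.77 for *Tyr* (0.0411), -2.93 for *Nfatc1* (0.00513) and -1.53 for *Mki67* (0.0300). It did not pass for *Spp1*, at 0.59 (adjusted p = 0.198), or for *Mmp9*, at -0.53 (adjusted p = 0.328). Sex and genotype pair in opposite ways at the 2 ages. A response to sex, sex-linked or autosomal, cannot be told apart in this difference from a change with age. Averaged over both ages, where the sexes balance, 600 genes passed, 167 higher and 433 lower. Of the 652 P30 calls 159 were shared and 1 opposite. In wild type cells 2951 genes differed between the ages (median shift -0.100), with *Nfatc1* (2.88), *Mmp9* (2.41) and *Spp1* (1.70) higher at P56 and *Cdkn2b* (-2.21) lower.

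Hair germ cells, the progenitors next to the papilla that start a new hair, were profiled at P56. Mutant cells held more RNA of epidermal, inflammatory and WNT ligand genes and less of Hedgehog and DNA replication genes. The largest rises were *Stfa3*, a stefin protease inhibitor gene (ENSMUSG00000054905.2, chromosome 16, 36450537 to 36455392), at 73.2 ± 8.87 against 2.88 ± 0.700 FPKM (SD, n = 2), and *Klk7* (4.25), *Epgn* (4.04), *Sprr1b* (3.80) and *BC100530* (3.75). The largest falls were *Hsd17b2*, a steroid dehydrogenase gene (ENSMUSG00000031844.7, chromosome 8, 117701904 to 117759027), at 0.825 ± 0.0778 against 45.6 ± 2.62, and *Ifnk* (-4.14), *Mia* (-3.93) and *Bex1* (-3.91), beside *Gm10800*, a repeat-derived gene whose reads are uncertain.

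Keratinocyte markers rose in 7 of 13 cases, the same adjusted over the list alone, with *Sfn* (2.15), *Krt1* (1.88), *Krt10* (1.85) and *Krt14* (1.15) (camera adjusted p = 1.0e-09, and adjusted p = 0.268 with an estimated correlation). Inner bulge markers rose in 4 of 6 cases, with *Chit1* (2.52), *Krt6a* (2.08) and *Krt80* (2.04) (camera adjusted p = 2.66e-04, and adjusted p = 0.271 with an estimated correlation). The WNT ligands *Wnt3* (2.48), *Wnt16* (2.39), *Wnt7b* (2.11) and *Wnt10a* (1.44) rose, as 6 of 12 did while 2 fell (camera adjusted p = 8.93e-05, and adjusted p = 0.271 with an estimated correlation). Their antagonists *Wif1* (-3.38) and *Notum* (-2.97) fell with 2 others of 7 (camera adjusted p = 0.0586), as did the WNT target *Lef1* (-3.21) in a list that did not pass (camera adjusted p = 0.213). Inflammatory genes rose, *Il1a* (2.62), *Ptgs2* (2.57), *Il6* (1.47) and *Il1b* (1.21) being 4 of the 8 on the proinflammatory list (camera adjusted p = 4.35e-05, and adjusted p = 0.271 with an estimated correlation). SASP factors rose in 15 of 42 cases and fell in 9, with *Serpinb2* (3.43), *Igfbp3* (2.98) and *Mmp3* (2.81) (camera adjusted p = 2.37e-04, and adjusted p = 0.268 with an estimated correlation). Hedgehog genes fell in 3 of 7 cases, with *Gli2* (-2.59) and *Gli1* (-1.84) (camera adjusted p = 0.0386, and adjusted p = 0.299 with an estimated correlation), and BMP targets in 4 of 9, with *Id1* (-1.92) and *Id2* (-1.55) (camera adjusted p = 0.0413, and adjusted p = 0.299 with an estimated correlation). DNA replication genes fell in 5 of 30 cases, with *Cdc7* (-1.56) and *Hells* (-1.25) (camera adjusted p = 2.72e-04, and 0.268 with an estimated correlation). Adjusted over the list alone, the counts of these 9 lists were the same. Bulge markers fell in 12 of 20 cases and rose in 1, with *Lhx2* (-3.15), *Lgr5* (-2.85) and *Cd34* (-1.84) and, against them, *Postn* (1.89) (camera adjusted p = 0.0661). Hair germ markers fell in 5 of 11 cases and rose in 1, with a median log2 change of -0.92 and a mean of -0.60, while camera put the list on the higher side (adjusted p = 0.681).

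*Cd44* rose by 1.03 (adjusted p = 4.28e-04), called in 2 of 4 fits without 1 library, and *Cdkn2b* by 1.24, while *Mki67* changed by -0.50. Macrophage markers rose in 4 of 5 cases, with *Lyz2* (2.79), and the melanocyte genes *Mlana* (2.22) and *Dct* (1.41) rose as well, *Dct* to 14.6 ± 0.523 FPKM. Of 12015 genes 1757 passed, 621 higher and 1136 lower. Rescaling, which shifted the median by -0.262, gave 915 higher and 662 lower, so the balance of directions rests on the scaling of the tables.

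**Figure D3:**
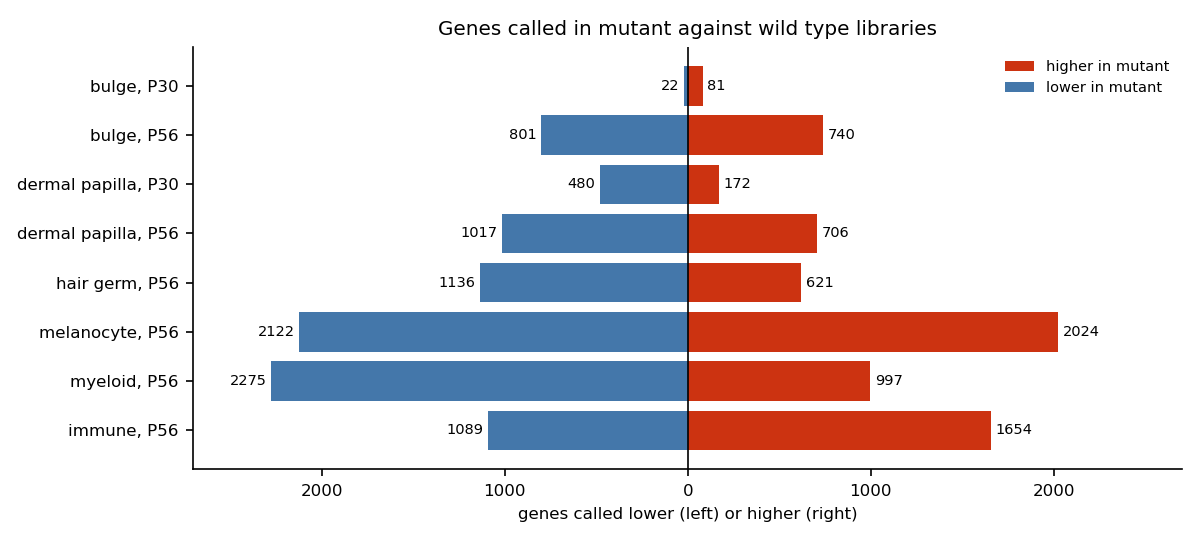
Numbers of genes called higher (right) and lower (left) in mutant cells in 8 comparisons with wild type cells of the same age. Totals run from 103 (bulge P30) to 4146 genes (melanocytes P56) and, as replicate spread differs, do not rank effects.

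In melanocytes, the cells that carry the oncogene, 4146 of 13541 genes were called at P56, 2024 higher and 2122 lower. Mutant libraries held far more RNA of pigment, hair shaft, cell division and matrix genes than wild type P56 ones. *Car2*, a carbonic anhydrase gene (ENSMUSG00000027562.12, chromosome 3, 14886273 to 14900770), rose to 296 ± 1.44 FPKM (SD, n = 2) from 0.705 ± 0.445. *Tyr*, the gene for the melanin-forming enzyme tyrosinase (ENSMUSG00000004651.5, chromosome 7, 87424771 to 87493512), rose from 40.9 ± 1.2 to 690.3 ± 22.2, *Spp1* by 3.50 and *Cdkn2b* from 1.87 ± 0.283 to 83.7 ± 1.30. *Mki67* rose by 1.44, and *Cdkn2a*, which encodes p16, was 0.155 ± 0.106 in mutant cells. *Dct*, at 0.36, and *Cd44*, at 0.73, stayed under 2-fold. Other large changes were *Ccdc80* (5.75) upward and *Gpha2* (-6.26) downward, and a second identifier listed as *Ltbp4*, which the annotation used for positions does not hold and whose reads are uncertain, fell from 40.8 ± 6.08 to a listed 0 in both mutant libraries. *Alppl2* and the multicopy prolactin family genes *Prl2c5* and *Prl2c3* were also among the 5 largest rises, *Prl2c5* at 176 ± 6.24 with both wild type P56 libraries listed at 0. The repeat-derived *Gm10800*, *Gm10801* and *Gm21738* fell, and reads of these and of the prolactin family are uncertain.

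Pigmentation genes rose in 13 of 19 cases and fell in 1, with *Oca2* (3.71), *Mc1r* (3.33) and *Slc24a5* (2.87) (camera adjusted p = 4.66e-06, and adjusted p = 0.340 with an estimated correlation). Hair matrix and shaft genes rose in 25 of 29, with *Krt25* (5.34), *Krt83* (4.95), *Krt71* (4.82) and *Krt35* (4.30) (camera adjusted p = 6.92e-11, and adjusted p = 0.284 with an estimated correlation). *Krt35*, a hair shaft keratin (ENSMUSG00000048013.9, chromosome 11, 100092193 to 100096241), stood at 366 ± 15.2 FPKM against 17.6 ± 1.10. Mitosis genes rose in 28 of 35 cases, with *Ccnb1* (3.80), *Ccnb2* (3.53), *Ube2c* (3.41) and *Cdca3* (2.98) (camera adjusted p = 2.65e-10, and adjusted p = 0.260 with an estimated correlation), and DNA replication genes in 14 of 30, with *Rrm2* (2.94) and *Mcm2* (2.69), while 1 fell (camera adjusted p = 1.91e-04, and adjusted p = 0.290 with an estimated correlation). All 17 senescence and mitosis genes that the paper names rose, among them *Plk1* (2.97) and *Knstrn* (2.82) (camera adjusted p = 1.55e-08, and adjusted p = 0.290 with an estimated correlation). The 12 genes that the paper names from a longer set of secreted signals all rose too, with *Wisp1* (4.44), *Igfbp7* (3.79) and *Fstl1* (3.65), and no list test is given for this part of a set. The study chose both lists on these samples and the paper names part of them, so they are not independent evidence. Matrix genes rose in 19 of 22 cases, with *Col6a2* (4.19), *Col6a1* (3.62) and *Col1a1* (3.40), and all 10 fibroblast markers rose, with *Mfap5* (4.46) (camera adjusted p = 7.73e-06, and adjusted p = 0.290 with an estimated correlation). Papilla markers rose in 16 of 23, with *Corin* (3.35), *Fgf7* (3.10) and *Hhip* (2.96) (camera adjusted p = 3.41e-06, and 0.290 with an estimated correlation). The osteopontin receptor integrins *Itgb5* (2.80), *Itgb3* (2.33), *Itga5* (1.6) and *Itgav* (1.54) rose, as 5 of 10 did (camera adjusted p = 0.0103, and adjusted p = 0.290 with an estimated correlation). SASP factors went both ways, 15 of 47 higher and 10 lower, with *Igfbp7* (3.79), *Mmp2* (3.70) and *Il6* (-3.26) (camera adjusted p = 0.496).

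Interferon response genes fell in mutant melanocytes in 11 of 21 cases, with *Isg15* (-1.92), *Xaf1* (-1.64) and *Mx1* (-1.6) (camera adjusted p = 5.95e-04, and adjusted p = 0.290 with an estimated correlation), and antigen presentation genes in 6 of 13 (camera adjusted p = 5.95e-04, and adjusted p = 0.322 with an estimated correlation). Among them *Cd74* fell from 1265 ± 83.2 to 145 ± 11.3 FPKM (SD, n = 2). Libraries of both genotypes also held RNA of other cells. Its part in the hair shaft, matrix, papilla and cell division rises was not tested. The keratinocyte gene *Krt14* stood at 2043 ± 141 FPKM in wild type and 761 ± 56.3 in mutant P56 libraries. The keratinocyte list did not pass (camera adjusted p = 0.126). All 6 skeletal muscle markers fell, with *Mylpf* (-3.05) and *Tnni2* (-2.57) (camera adjusted p = 0.00230, and 0.290 with an estimated correlation). Bulge markers fell in 9 of 21 and rose in 2, with *Krt15* (-2.76) (camera adjusted p = 0.0246, and 0.314 with an estimated correlation). Neural crest genes did not pass as a list (camera adjusted p = 0.126), although *Foxd3* (-3.71) and *Pax3* (-1.21) fell and *Sox10* (1.34) rose. For melanocyte lists, counts adjusted over the list alone were those given.

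Genes called in the same direction against wild type cells of both ages are called mutant-specific here. This leaves out genes called against 1 age only. Genes that change with age in wild type cells can still be counted, such as *Wif1* below, with unequal changes against the 2 ages. The mutant-specific genes numbered 1358, 788 higher and 570 lower. The higher ones had the largest smaller-of-the-two changes at *Krt83*, *Krt35*, *Sct*, *Padi4* and *5430421N21Rik*, and the lower ones, repeats aside, at *B4galt5*, *Arhgap29* and *Crebrf*. *Wif1*, a WNT antagonist gene (ENSMUSG00000020218.11, chromosome 10, 121033960 to 121100650), rose by 2.87 against P56 and 5.60 against P30 cells, to 184 ± 6.55 FPKM. *Spp1* rose by 1.85 and *Cdkn2b* by 1.55 against P30 cells as well, while *Tyr* (0.48) and *Mki67* (0.79) stayed under 2-fold and *Cd44* fell by 1.14. Against P30 cells hair shaft genes rose in 28 of 29 cases (camera adjusted p = 2.03e-12, and adjusted p = 0.237 with an estimated correlation) and mitosis genes in 23 of 35 (camera adjusted p = 6.74e-08, and adjusted p = 0.237 with an estimated correlation). Markers of other cells rose there as well, keratinocyte markers in 11 of 13 cases while 1 fell, with *Perp* (2.82), *Trp63* (2.32) and *Cdh1* (-2.28) (camera adjusted p = 7.74e-05, and adjusted p = 0.255 with an estimated correlation), all 6 skeletal muscle markers, with *Acta1* (4.37) and *Ckm* (3.90) (camera adjusted p = 5.55e-04, and adjusted p = 0.241 with an estimated correlation), and 5 of 6 endothelial markers, with *Cldn5* (1.69) and *Egfl7* (1.63) (camera adjusted p = 0.0414, and adjusted p = 0.255 with an estimated correlation). BMP targets rose in 6 of 9, with *Gata3* (3.53) and *Id1* (3.52) (camera adjusted p = 2.33e-04, and adjusted p = 0.241 with an estimated correlation), whereas pigmentation genes rose in 1 and fell in 1 of 19 (camera adjusted p = 0.561) and matrix genes rose in 5 and fell in 4 of 22 (camera adjusted p = 0.588 on the lower side, with a median of -0.06 and a mean of 0.20). Osteopontin receptor integrins rose in 3 and fell in 1 of 10 there. That list did not pass (camera adjusted p = 0.625 on the lower side, with a median of -0.15 and a mean of 0.15). The largest other changes were *Krtap15* (5.08) and *Msx1* (4.71) upward and *Sdc3* (-3.56) and *S100a4* (-3.20) downward. The shared calls, 788 and 570, compare with 233 and 196 for independent lists, and part of the excess may come from the shared mutant libraries. Against P30 cells 2810 genes passed, 1561 higher and 1249 lower, or 1324 and 1543 after rescaling (median shift 0.113).

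Myeloid cells at P56 differed in 3272 of 12034 genes, 997 higher and 2275 lower in the mutant, or 1542 and 1450 after rescaling (median shift -0.266). Mutant cells held more RNA of lysosome, lipid handling and inflammatory genes and less of macrophage marker genes. *Spp1* rose by 4.85 (adjusted p = 2.67e-06). *Gpnmb*, a lysosomal glycoprotein gene, rose from 4.47 ± 0.608 to 219.9 ± 7.26 FPKM (SD, n = 2), and *Mmp12*, the macrophage elastase gene, from 83.0 ± 0.170 to 908 ± 5.78. *Cd163*, a scavenger receptor gene of resident macrophages, fell from 166 ± 1.82 to 11.5 ± 1.32, with *Cd209g* (-4.21), *Adam33* (-4.18) and *Pla2g2d* (-3.65). *Mmp9* fell from 27.6 ± 2.09 to 2.18 ± 0.240.

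Lysosome and lipid handling genes rose in 13 of 21 cases, with *Gpnmb* and *Fabp4* (3.87) and *Ctsk* (3.61) (camera adjusted p = 2.89e-09, and adjusted p = 0.181 with an estimated correlation). Proinflammatory genes rose in 9 of 16, with *Il1a* (3.15), *Cxcl10* (2.90), *Ccl4* (2.75) and *Ccr7* (2.01) (camera adjusted p = 1.03e-06, and adjusted p = 0.181 with an estimated correlation), and SASP factors in 23 of 50 while 6 fell, *Tgfb1* (-3.17) among them (camera adjusted p = 1.03e-06, and adjusted p = 0.181 with an estimated correlation). The interferon genes *Rsad2* (3.76), *Ifit1* (2.64) and *Isg15* (2.61) rose, with 7 of 24 higher and 4 lower in a list that did not pass (camera adjusted p = 0.0683). Macrophage markers fell in 5 of 12 cases, with *Mrc1* (-2.49) and *Csf1r* (-1.77) (camera adjusted p = 0.0209, and 0.379 with an estimated correlation). *Lyz2*, described below, is 1 of the 12, and the median change of the other 11 was -0.845. The list was not tested without it. Dissociation stress genes fell in 9 of 18, with *Egr1* (-2.74) and *Klf4* (-2.40) (camera adjusted p = 0.00782, and 0.559 with an estimated correlation). Dendritic and Langerhans markers rose in 6 of 11 and fell in 1, with *Cd207* (2.49) and *Cd209a* (-1.52) (camera adjusted p = 0.0215, and adjusted p = 0.203 with an estimated correlation). Alternative activation genes went both ways, 4 of 17 higher and 7 lower, with *Clec10a* (-2.31) (camera adjusted p = 0.529). For the lists of myeloid cells, counts adjusted over the list alone were those given.

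RNA of other cell types moved with the mutant libraries. *Dct* stood at 166 ± 3.49 against 0.475 ± 0.262 FPKM (SD, n = 2), *Mlana* at 178 ± 2.53 with both wild type P56 libraries listed at 0, and 12 of 18 pigmentation genes rose (camera adjusted p = 3.33e-08, and adjusted p = 0.181 with an estimated correlation). Mast cell markers rose in 6 of 10 cases, with *Tpsb2* (2.23) and *Hdc* (1.81) (camera adjusted p = 7.95e-05, and adjusted p = 0.181 with an estimated correlation), natural killer markers in 4 of 8, with *Gzma* (3.27) and *Gzmb* (2.68), and matrix genes in 11 of 16 while 1 fell, with *Col6a1* (2.59) and *Lum* (1.86). The haemoglobin gene *Hba-a2* stood at 85.4 ± 4.38 against 3.59 ± 0.297. *Gzmc* (7.13), *Ifnb1* (5.96) and *Hspb1* (5.88) completed the largest rises. The largest fall was *Lyz2*, the macrophage lysozyme gene (ENSMUSG00000069516.7, chromosome 10, 117277331 to 117282321), which read 9086 and 8881 in wild type P56, 19.46 and 18.15 in mutant P56 and 10.77 and 12.38 in wild type P30 libraries. Its neighbour and near copy *Lyz1* (ENSMUSG00000069515.5, chromosome 10, 117287797 to 117292868) read 1559.6 ± 1.51, 2164 ± 0.672 and 1579 ± 319 in these groups, so *Lyz2* set 1 wild type group apart from the other two.

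**Figure D4:**
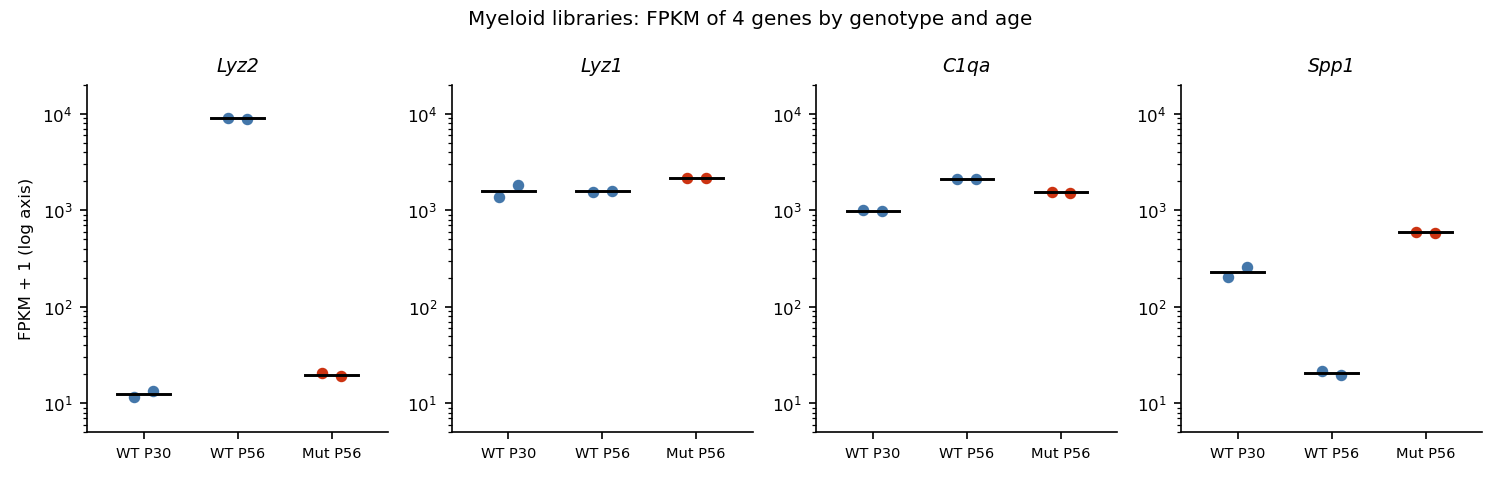
Levels of *Lyz2*, *Lyz1*, *C1qa* and *Spp1* in the 6 myeloid libraries (FPKM + 1, log axis); points are libraries, bars are group means. *Lyz2* stands highest in the wild type P56 libraries, at 9086 and 8881 FPKM, and at 10.77 to 19.46 FPKM in the other 4.

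Against wild type P30 cells 1223 genes passed, 405 higher and 818 lower, or 560 and 557 after rescaling (median shift -0.140). *Spp1* rose by 1.37, from 228 ± 38.1 FPKM, and lysosome and lipid handling genes in 9 of 21 cases, with *Trem2* (3.41), *Ctsk* (3.35), *Gpnmb* (2.49) and *Fabp4* (1.90) (camera adjusted p = 6.17e-08, and adjusted p = 0.254 with an estimated correlation). *Trem2*, a lipid-sensing receptor gene, stood at 252 ± 4.55 against 23.0 ± 4.33. Pigmentation genes rose in 12 of 18 and fell in 1, with *Dct* (6.43) (camera adjusted p = 8.86e-10, and adjusted p = 0.228 with an estimated correlation), whereas mast cell markers fell in 8 of 10 and rose in 1, with *Cpa3* (-3.12) and *Mcpt4* (-2.99) (camera adjusted p = 0.00238, and adjusted p = 0.254 with an estimated correlation). Matrix genes rose in 7 of 16 (camera adjusted p = 5.72e-09, and 0.228 with an estimated correlation). Fibroblast markers rose in 5 of 8 (camera adjusted p = 2.8e-05, and 0.228 with an estimated correlation). Hair shaft genes rose in 7 of 10 and fell in 2 (camera adjusted p = 0.00365, and 0.371 with an estimated correlation). All 4 red blood cell markers measured rose. Proinflammatory genes rose in 3 and fell in 2 of 16 (camera adjusted p = 0.625 on the higher side, with a median of -0.11 and a mean of 0.04). The chemokine gene *Ccl17* (2.19) rose and *Cd163* (-1.91) and *Mrc1* (-1.22) fell. *Mrc1* was the 1 of 12 macrophage markers called there, and that list did not pass (camera adjusted p = 0.244 on the higher side, with a median of 0.20), unlike its fall against P56 cells. In all 820 genes were mutant-specific, 304 higher and 516 lower, against 33.6 and 155 for independent lists, and 416 higher and 298 lower after rescaling. Part of the excess may come from the shared mutant libraries.

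CD45+ immune cells at P56 differed in 2743 of 13285 genes, 1654 higher and 1089 lower in the mutant. Mutant libraries held more RNA of interferon response, macrophage, neutrophil, mast cell and hair shaft genes than wild type P56 libraries and less of *Cd207* and *Cd3e*. *Spp1* rose by 4.58, the neutrophil gene *S100a8* from 22.9 ± 2.73 to 688 ± 3.63 FPKM (SD, n = 2) and the cytokine gene *Il1b* from 81.1 ± 1.0 to 616 ± 21.4. *Cd207*, the Langerhans cell gene for langerin (ENSMUSG00000034783.7, chromosome 6, 83671215 to 83677857), fell from 750.1 ± 21.0 to 15 ± 0.813, and *Cd3e*, a T cell receptor component, from 922 ± 52.3 to 241 ± 1.03. The follicle keratins *Krt71*, *Krt35*, *Krt28* and *Krt25* were among the 5 largest rises, *Krt71* at 89.0 ± 3.50, with all 4 listed at 0 in both wild type P56 libraries. *Hp* (5.31) was the other, and *Cd207* was followed by *F830045P16Rik* (-4.03), *Tbc1d4* (-3.96), *Mest* (-3.75) and *P2rx2* (-3.72) among the falls.

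Interferon response genes rose in 18 of 24 cases, with *Mx1* (3.39), *Oas1a* (2.92), *Oasl2* (2.68) and *Ifit3* (2.46) (camera adjusted p = 2.02e-07, and adjusted p = 0.190 with an estimated correlation). Lysosome and lipid handling genes rose in 13 of 21, with *Gpnmb* (4.87), *Trem2* (3.69) and *Fabp4* (2.91) (camera adjusted p = 3.77e-07, and adjusted p = 0.190 with an estimated correlation). Proinflammatory genes rose in 12 of 15, with *Ccl4* (2.43), *Ccl3* (2.34) and *Il1a* (2.09) (camera adjusted p = 2.53e-04, and adjusted p = 0.190 with an estimated correlation), and alternative activation genes in 8 of 17, with *Chil3* (4.68), *Ccl17* (3.79) and *Il10* (2.57) (camera adjusted p = 1.35e-04, and adjusted p = 0.204 with an estimated correlation). Macrophage markers rose in 6 of 12, with *Fcgr1* (3.63), *Lyz2* (2.63) and *C1qb* (2.16) (camera adjusted p = 2.75e-04, and adjusted p = 0.442 with an estimated correlation), and neutrophil markers in 8 of 10 while 1 fell, with *S100a9* (4.72) and *Csf3r* (2.88) (camera adjusted p = 0.00583, and adjusted p = 0.204 with an estimated correlation). Mast cell markers rose in 9 of 10, with *Cma1* (3.6), *Tpsb2* (3.44) and *Cpa3* (3.29) (camera adjusted p = 1.06e-04, and adjusted p = 0.190 with an estimated correlation), and natural killer markers in 6 of 10, with *Gzma* (2.47) and *Gzmb* (2.01) (camera adjusted p = 0.0204, and adjusted p = 0.265 with an estimated correlation). Myeloid signals to the follicle rose in 7 of 13, with *Osm* (3.28) and *Csf1* (2.51) (camera adjusted p = 0.0140, and adjusted p = 0.293 with an estimated correlation). T cell markers went both ways, 5 of 10 higher and 3 lower, with *Cd3e* against *Cd8a* (2.85) and *Foxp3* (1.39) (camera adjusted p = 0.775). Keratinocyte markers fell in 6 of 13, with *Epcam* (-2.01), *Cdh1* (-1.86) and *Krt10* (-1.72) (camera adjusted p = 4.07e-04, and adjusted p = 0.314 with an estimated correlation), whereas 20 of 25 hair shaft genes rose (camera adjusted p = 3.02e-08, and adjusted p = 0.190 with an estimated correlation). Fibroblast markers rose in 5 of 9 (camera adjusted p = 0.0077, and 0.204 with an estimated correlation). Papilla markers rose in 8 of 19 and fell in 1 (camera adjusted p = 0.00135, and 0.208 with an estimated correlation). Pigmentation genes rose in 7 of 14 and fell in 1 (camera adjusted p = 0.0114, and 0.204 with an estimated correlation). All 4 red blood cell markers measured fell, in a list too short to test. For immune cell lists, counts adjusted over the list alone were those given.

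Against wild type P30 cells 2426 genes passed, 1302 higher and 1124 lower, or 1166 and 1226 after rescaling (median shift 0.0573), and 1323 were mutant-specific, 794 higher and 529 lower, or 693 and 602 after rescaling. Interferon response genes rose there in 17 of 24 cases, with *Xaf1* (2.57), *Oasl2* (2.15), *Mx1* (2.04) and *Ifit2* (1.94) (camera adjusted p = 9.23e-07, and adjusted p = 0.356 with an estimated correlation), and lysosome and lipid handling genes in 7 of 21, with *Fabp4* (2.83), *Trem2* (2.28) and *Ctsk* (2.14) (camera adjusted p = 1.54e-04, and adjusted p = 0.356 with an estimated correlation). The lists of macrophage markers, 2 of 12 higher (camera adjusted p = 0.438), neutrophil markers, 4 of 10 higher and 1 lower (0.209), and mast cell markers, 3 of 10 higher and 1 lower (0.0629), did not pass. *Spp1* rose by 4.29, from 20.7 ± 1.85 FPKM (SD, n = 2), *Mmp12* by 5.89 and *Gzmb* by 3.67. *Cd207* fell by 5.36, *Cd3e* by 2.51 and *Mmp9* by 2.44 on the log2 scale. Keratinocyte markers fell in 8 of 13 (camera adjusted p = 9.23e-07, and adjusted p = 0.356 with an estimated correlation), and hair shaft genes fell in 9 of 25 (camera adjusted p = 0.168), the reverse of their rise against P56 cells. The mutant-specific counts compare with 162 and 92.1 for independent lists, part of which excess may come from the shared mutant libraries. Wild type P30 libraries read both *Xist* and *Ddx3y*, at 14.3 ± 0.368 and 5.44 ± 0.325, and P56 libraries read *Xist* alone.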

Values the study reported

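The study reported that bulge stem cells of mutant mice at P56 downregulated 973 genes and upregulated 1,159 genes. It counted 598 genes as mutant-specific and upregulated in P56 mutant melanocytes, by comparison with wild type cells of both ages. It named *Mmp9* among the most upregulated genes of mutant bulge stem cells and *Spp1* among the most upregulated signalling transcripts of nevus melanocytes.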

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

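The tests of dermal papilla, macrophage and fibroblast RNA in the bulge and the 3 tests of *Lyz2* were chosen after the result was seen. The results in the next paragraph are given because the mutant effect differed between P30 and P56 by a test of the interaction in limma.

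The mutant effect differed between the ages for 973 genes in the bulge and 1780 in the dermal papilla. Bulge libraries of both genotypes read *Ddx3y* at P30 and *Xist* at P56, so age and sex change together there. A mutant effect that differs by sex cannot be told apart there from one that differs by age. In the bulge the difference, P56 less P30 on the log2(FPKM + 1) scale, was 6.75 for *Gjb2*, 6.42 for *Sprr4*, 6.22 for *Fgf5*, 6.21 for *Krt71*, 5.88 for *Rnase12* and 1.71 for *Cdkn2b*. It was -6.48 for *Serpina3i*, -6.42 for *Col6a1*, -6.00 for *Col6a2*, -5.34 for *S100a4*, -5.10 for *Cck*, -3.31 for *Mmp9* and -3.16 for *Nfatc1*. In fits without 1 library *Gjb2* and *Nfatc1* were called in 6 of 8 and *Cdkn2b* and *Mmp9* in 2 of 8, the other genes in all 8. In the dermal papilla it was 3.51 for *Cdkn2b*, 3.45 for *Dct*, 1.77 for *Tyr*, -1.53 for *Mki67* and -2.93 for *Nfatc1*. There the genotypes swap sex between the ages, so sex cannot be told apart from a change of the mutant effect with age. Fits without 1 library were not made for the papilla difference.

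In the dermal papilla at P56, 1723 genes differed between genotypes whose libraries also differed in sex. Sex as the whole cause predicts the opposite change at P30, where the sexes are swapped, but the 1664 autosomal genes called at P56 had a median P30 change, signed by the P56 direction, of -0.112, where sex alone needs about -1.53. Schwann and mural cell RNA in the wild type P56 libraries may account for part of the 1017 lower genes. Of these, 18.2% stood less than 2-fold higher in wild type P56 than P30 libraries. The markers' own median rise there was 2.81, and age and cell composition change together. The share of the lower genes from these cells cannot be told apart from a change in papilla cells. Dilution of papilla RNA by these cells, not tested, may raise part of the 706 higher genes. The genotype effect averaged over both ages, where the swapped sexes balance, called 600 genes, 469 shared with the 1723 and 1 opposite. It was not tested apart from cell composition, so a change of papilla cells with genotype, which the design names, stays open.

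In the bulge at P30, *Spp1* and *Mmp9* stood far above wild type levels in mutant libraries that should hold stem cells sorted on a GFP reporter driven by a keratin 14 promoter, CD34 and low P-cadherin. RNA of dermal papilla cells would bring their other abundant transcripts, but 6 papilla markers put its share at 0.0453%, where *Spp1* would need 256%. By 5 macrophage markers the share of macrophage RNA was 0.0156%, where *Spp1* would need 50.8%, with the profile taken from P56 mutant myeloid cells. These shares divide levels from tables normalized separately, and a difference of scale would move both shares of a pair alike. The keratin 14 reporter should leave fibroblasts out, yet their RNA stays open, because 7 of 10 fibroblast markers rose with a median of 3.17 and no fibroblast library is at hand to set a share, so it cannot be told apart from expression by bulge cells. An effect of genotype on bulge cells, which the design names, is untested beside it.

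In myeloid cells, *Lyz2* was about as low in mutant P56 as in wild type P30 libraries and high in wild type P56 libraries alone. Loss of macrophages would lower their other genes as much, but the median change of 11 other macrophage markers was -0.845 and that of *Lyz2* was -8.83. Reads moved to *Lyz1* would have raised it by the level that *Lyz2* lost, 8965 FPKM, and *Lyz1* rose by 604. Another allele at the locus, such as an insertion that disrupts *Lyz2* in some mice, is a candidate explanation, and 0 of 13 tested neighbours within 1 Mb fell with it, which leaves that open. Genotype and age, which the design names, also stay open, and no label describes the strain at this locus.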

How the results depend on the processing

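The comparisons with wild type P30 in place of wild type P56 cells, the dermal papilla effect averaged over ages and the fit without genes of the sex chromosomes were tests chosen after the data were seen; the others were planned. Of 86 planned counts, 67 stayed within 1.5 times the value reported and 19 moved beyond it, 4 of them upward. No gene called in a comparison was called in the opposite direction under a planned setting. Of 1007 calls of genes that the rules for naming pick, 981 were kept with a pseudocount of 0.1, 801 with 4, 914 without the filter, 950 after rescaling, 996 with the replicate block and 1007 with all gene types. Fitting the groups compared alone kept 739 of 821. The depth of each library is unknown, so what it limits could not be measured, and genes of low FPKM carry most of the dependence on the pseudocount by its construction.

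With a pseudocount of 4, counts fell to 908 (bulge P56), 64 (bulge P30), 1290 (bulge wild type age), 1038 (dermal papilla P56), 771 (hair germ), 2385 (melanocyte), 653 (melanocyte mutant-specific), 1590 (myeloid), 325 (myeloid mutant-specific), 1435 (immune) and 702 (immune mutant-specific). With 0.1, mutant-specific counts rose to 1466 in myeloid and 2020 in immune cells. Without the filter, which adds genes to the adjustment, counts were 65 in the bulge and 381 in the dermal papilla at P30. With the groups compared alone, which leaves fewer samples to estimate the spread, they were 871 (bulge P56), 264 (bulge P30), 787 (dermal papilla P56) and 1031 (dermal papilla P30). With wild type P30 in place of wild type P56 libraries, which were left out of the fit, the mutant P56 count was 218 in the bulge (46 of them shared with the count reported and 42 opposite), 742 in the dermal papilla (124 and 114) and 1211 in myeloid cells (810 and 26). The dermal papilla count averaged over ages was 600, with 469 shared with P56 and 1 opposite. Camera called 202 list results with the preset and 1 with an estimated correlation. Apart from what construction shows, the cause was not tested.

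Leaving out 1 library, where the lone sample is assumed to vary like the other groups, gave 46 of 62 counts within 1.5 times. Ranges were 1434 to 1759 (bulge P56), 10 to 43 (bulge P30), 334 to 1184 (bulge interaction), 1428 to 2652 (bulge wild type age), 938 to 2111 (dermal papilla P56), 69 to 348 (dermal papilla P30), 1760 to 1835 (hair germ), 4089 to 4214 (melanocyte), 1338 to 1397 (melanocyte mutant-specific), 3212 to 3274 (myeloid), 790 to 953 (myeloid mutant-specific), 2736 to 2829 (immune) and 1306 to 1378 (immune mutant-specific). Each bulge and dermal papilla library that moved a count is named with the result.

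Replicate numbers are shared between groups but nothing says that they pair the samples, and correlations of same-numbered deviations ran from -0.0952 to 0.160 over 22 pairs of groups. With a replicate block the counts were 1654 (bulge P56), 101 (bulge P30), 1102 (bulge interaction), 2428 (bulge wild type age), 1698 (dermal papilla P56), 607 (dermal papilla P30), 1761 (hair germ), 4143 (melanocyte), 1355 (melanocyte mutant-specific), 3277 (myeloid), 824 (myeloid mutant-specific), 2746 (immune) and 1327 (immune mutant-specific), all within 1.5 times.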

Other observations

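No test in this part was chosen after its result was seen. In mutant melanocytes at P56, WNT genes were higher on both sides of the pathway. Antagonists rose in 7 of 11 cases and fell in 1, with *Frzb* (2.53), *Notum* (1.94) and *Sfrp5* (-2.09) (camera adjusted p = 0.00865, and adjusted p = 0.396 with an estimated correlation). Targets rose in 9 of 14 and fell in 3, with *Nkd1* (2.38), *Ccnd1* (1.95) and *Lgr5* (-2.75) (camera adjusted p = 0.0176, and adjusted p = 0.385 with an estimated correlation). Signals that papilla cells send to the epithelium rose in 13 of 23 cases and fell in 3, with *Rspo1* (3.33) and *Inhba* (3.09) (camera adjusted p = 0.0115, and adjusted p = 0.322 with an estimated correlation). RAS-MAPK output genes rose in 7 of 16 cases and fell in 2, with *Spry4* (2.01), *Etv1* (2.0) and *Fosl1* (-2.19), and did not pass as a list (camera adjusted p = 0.0766). Of 15 cell cycle inhibitor genes 3 rose, *Cdkn2b* among them, and 4 fell, with *Cdkn1a* (-2.03) (camera adjusted p = 0.204). Dissociation stress genes, which respond to tissue handling, fell in 8 of 18 cases and rose in 1, with *Klf6* (-2.62), *Jund* (-2.42) and *Atf3* (-2.10) against *Hspa1a* (2.29) (camera adjusted p = 1.82e-04, and adjusted p = 0.340 with an estimated correlation). Adjusted over the list alone, the counts of these 6 lists were the same.

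In mutant immune cells at P56, mitosis genes rose in 16 of 35 cases, with *Birc5* (2.15) (camera adjusted p = 2.53e-04, and adjusted p = 0.190 with an estimated correlation), and SASP factors in 23 of 48 while 2 fell, with *Mmp12* (3.76) and *Timp1* (3.31) (camera adjusted p = 5.90e-04, and adjusted p = 0.190 with an estimated correlation). All 4 B cell markers measured rose, with *Cd79a* (2.29), in a list too short to test. Against wild type P30 cells mitosis genes rose in 2 of 35 and the list did not pass (camera adjusted p = 0.0691). SASP factors rose there in 11 of 48 and fell in 6, and did not pass either (camera adjusted p = 0.0931). Of the 4 B cell markers 0 were called there. In mutant bulge cells at P56, the RAS-MAPK output genes *Dusp6* (1.81), *Ccnd1* (1.32) and *Dusp4* (1.18) rose and *Dusp5* (-1.57) fell, with 3 of 15 higher and 2 lower (camera adjusted p = 0.151). The keratin gene *Krt17*, on the hair germ list, rose from 1268 ± 404 to 8055 ± 38.4 FPKM (SD, n = 2), while 3 of 11 genes of that list rose and 3 fell (camera adjusted p = 0.252). The gene for the fatty acid carrier *Fabp5* rose from 161 ± 71.0 to 1208 ± 415 FPKM.

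The numbers of genes called in P56 mutant bulge cells were 740 higher and 801 lower. Both are below the values quoted from the study above. They come from another test and without the study's minimum of counts, which FPKM tables cannot apply. Mutant-specific genes higher in melanocytes numbered 788, above the value quoted for them, but 413 with a pseudocount of 4, below it, and here too the study's minimum of counts is missing.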
